A study of Homo sapiens with 26 samples.

How the data were processed

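RNA sequencing was done on 26 libraries from formalin-fixed, paraffin-embedded (FFPE) high grade serous ovarian tumours removed at interval debulking surgery after neoadjuvant chemotherapy. Per the labels, RNA was sequenced with the Tempus xR whole-transcriptome assay, and 24 of the libraries have a partner measured with NanoString in a separate series that was not analysed here. All libraries belong to 1 group of separate tumour samples, so there is no contrast between treatments or conditions and no paired analysis.

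Both deposited tables hold raw counts, with 1 column per library. Per the file headers, the authors made the counts with featureCounts 1.6.2, counting reads on exons with an option that lets a read count for every feature it overlaps and with an option that keeps reads of only one strand. The gene table has 49771 rows on the RefSeq annotation of GRCh38. The probe-exon table has 765 rows, each made of the exon or exons that hold a probe of the NanoString PanCancer immuno-oncology panel, on the same build. The deposited tables also give each row's length in bases. The headers name no aligner and no paired-end option. No normalization was applied by the authors to the deposited counts.

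For the values below, counts of both tables were divided by the library's total in the gene table and expressed as CPM (the count scaled to a common library size), then as log2(CPM + 1). Genes with a mean of at least 10 counts over all libraries were kept, which left 19892 genes. Probe-exon rows were matched to the gene table by symbol: 754 had the same symbol, 5 carried an older symbol of a RefSeq gene, and 6 were not matched. Of the 759 matched genes, 740 passed the filter. Mitochondrial share was planned as a measure of composition, but all 37 mitochondrial rows and all 6513 rows on contigs named by accession hold a count of 0 in every library, so it was not used. The probe exons were placed on the canonical transcripts of GENCODE 44, a GRCh38 annotation, to give exon numbers and coding shares. Coordinates of probe exons are those of the deposited table.

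For each matched gene, the tables were compared across libraries with Pearson's r and Spearman's rho, with 2-sided permutation tests of 100000 resamples and Benjamini-Hochberg adjustment over the genes. For most genes the probe exon's reads are also part of the gene's reads, so the comparison was repeated with the gene-level reads outside the probe exon. Within each library, Spearman's rho was taken across genes as a description, since genes are not independent replicates. The log2 ratio is the probe-exon value minus the gene-level value. Agreement of the library numbers between the tables was tested by correlating gene-centred profiles of every library in one table with every library in the other, with a 1-sided permutation test of the library names. Reference genes, and epithelial, stromal, T cell and myeloid markers, were lists written from general knowledge. A score is the mean over a list of z-scored log2 values. The median SD of the reference genes was placed among 10000 random lists of the same size matched on mean expression, each gene drawn from 50 neighbours in expression. Principal components were taken from centred log2 values of the genes passing the filter. The 2 libraries without a NanoString partner were compared with the other 24 by an exact permutation test over all arrangements, for which the smallest possible p is 0.0031. The smallest p that the 100000 resamples can give is 1e-05. Adjusted p under 0.05 was the threshold. Correlations across libraries were repeated without the 2 libraries farthest from the median of 1 measure. Between the tables this was the gene-level value, and for pairs of marker scores the first-named score. For the principal components it was the library measure or marker score, not the component. For the reference-gene score against marker scores it was the marker score.

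Genes named in the text were chosen by a rule: the 5 lowest and 5 highest in rho, the 5 lowest and 5 highest in mean log2 ratio (ties broken by mean count), the 10 with the largest SD, and members of the fixed lists. Tests, lists and this rule were set before the data were examined. Alternatives set then were a pseudocount of 0.1 CPM, no filter, median-ratio size factors, Pearson's r, only the 24 libraries with a partner, medians in place of means in the scores, leaving out the 2 farthest libraries, the 1000 most variable genes, and a detection level of 0.1 CPM. A stricter filter had been set at a mean of 10, which is the filter used once the tables hold counts, so a mean of at least 10 CPM was run in its place. That filter, scaling probe exons to the panel total, and the gene-level reads outside the probe exon were chosen after seeing the data.

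The calculations were tested on simulated data drawn from the real means and library sizes. For the per-gene correlation over 740 genes, 538 of 540 linked probe exons and 9 of 200 made independent passed the threshold. For library identity, 26 of 26 simulated libraries found their own profile, and 24 did after 1 pair was swapped. For the reference genes, 200 random lists had a median percentile of 53.3, with 15 under the 5th percentile, and a list made steady was at percentile 0. For the share of reads in a probe exon, a constant share gave a median chi-square per degree of freedom of 0.971 over 699 genes. For the marker scores, the linked pair among 6 was found and no other pair passed.

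Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. Counts are reads without molecular identifiers in the deposited tables, so counting error does not cover copies made by amplification.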

Results

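Transcript counts were collected from 26 FFPE high grade serous ovarian tumours, 1 library each, in a single group. Each library was counted in 2 ways, over all exons of each gene and over only the exons that hold a NanoString probe. The series sets RNA sequencing against a probe-based assay for modelling across assays, and the tables here allow the whole-gene and the probe-exon counts of the same libraries to be compared.

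Gene-level totals ranged from 26872505 to 45188721 counts per library, with a median of 33576779. Probe-exon totals ranged from 275834 to 725704, which was 0.880% to 1.61% of the gene-level total, with a median of 1.07%. Genes at 1 CPM or more numbered 15864 to 17341 per library, with a median of 16884. The 10 largest genes of each library took 9.03% to 17.9% of its counts, with a median of 13.3%. Over all libraries, MALAT1 held 4.37% of the counts and TALAM1, which overlaps it on the opposite strand, held 4.27%. A count of 0 in every library was found in 12148 rows of the gene table.

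The first comparison asked whether whole-gene and probe-exon counts rank the tumours alike. Across 26 libraries, the median Spearman rho over 740 genes was 0.964 (interquartile range 0.920 to 0.985) and the median Pearson r was 0.977 (0.951 to 0.991). The median Pearson r without the 2 libraries farthest from each gene's median was 0.967. Adjusted over the 740 genes, 737 genes passed the threshold by Spearman's rho and 736 by Pearson's r, all with a positive coefficient. Scaling the probe exons to the panel total moved the median rho most, to 0.917. Since the probe exon lies within the gene's exons for most genes, the median rho was also taken against the reads outside the probe exon, and was 0.926 over 692 genes. In 14 genes the counts of both tables were identical in every library, so their correlation carries no separate information. The probe-exon count exceeded the gene count in 13 gene-library pairs, in CXCR6, CTAG1B and FZD9, which were singled out after their values were seen.

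The coefficient rose with the number of reads in the probe exon, with a Spearman rho of 0.448 across genes, which are not independent replicates. The 28 genes with a mean under 10 probe-exon reads had a median rho of 0.809, the 244 genes from 10 to 100 had 0.947, the 387 genes from 100 to 1000 had 0.973, and the 81 genes from 1000 had 0.987. Below a rho of 0.5 there were 8 genes, and 595 genes reached 0.9.

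**Figure D1:**
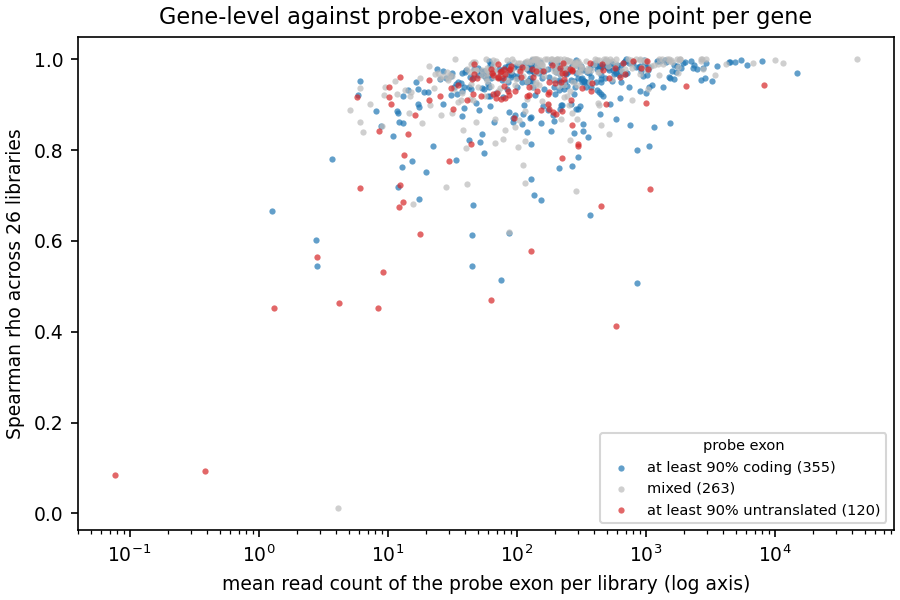
Spearman rho between gene-level and probe-exon log2(CPM + 1) across 26 libraries (vertical axis) against the mean probe-exon read count per library (horizontal log axis), 1 point per gene, coloured by the coding share of the probe exon for the 738 genes placed on a transcript. The 28 genes with fewer than 10 reads have a median rho of 0.809 and the 81 genes from 1000 reads have 0.987.

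The gene with the lowest coefficient was IKBKG (X, 154564318 to 154565046, exon 10), with rho 0.012 (permutation p 0.956, adjusted p 0.956) and r 0.027 (p 0.896, adjusted p 0.896), n = 26, from a mean of 4.12 probe-exon reads. All 75-base windows of that exon occur again elsewhere on the main chromosomes. ULBP2 (chromosome 6, 149948722 to 149949235, exon 5, untranslated) had rho 0.084 (p 0.692, adjusted p 0.693) and r 0.049 (p 0.838, adjusted p 0.839) from a mean of 0.077 probe-exon reads, with none in 24 libraries. PDGFB (chromosome 22, 39223358 to 39225313, exon 7, untranslated) had rho 0.094 (p 0.648, adjusted p 0.649) and r 0.101 (p 0.623, adjusted p 0.624) from a mean of 0.385 reads, with none in 19 libraries. At fewer than 1 probe-exon read per library, a relation in ULBP2 and PDGFB was not detectable. HLA-DRB1 (chromosome 6, 32578774 to 32579104, exon 6) had rho 0.413 (p 0.0375, adjusted p 0.0377) and r 0.328 (p 0.103, adjusted p 0.103) from a mean of 587 reads, so that the call differs between the coefficients. HLA-E (chromosome 6, 30492748 to 30494194, exon 8, untranslated) had rho 0.452 (p 0.0225, adjusted p 0.0227) and r 0.639 (p 0.00044, adjusted p 0.00045) from a mean of 8.42 reads. Without the 2 farthest libraries, r was 0.114 for IKBKG, 0.111 for ULBP2, 0.133 for PDGFB, 0.508 for HLA-DRB1 and 0.457 for HLA-E. The 5 genes named by the rule for the highest rho, EGR1, S100A9, CEBPB, EPM2AIP1 and GIMAP4, all had a rho of 1, with 92.9% to 100% of the gene's reads in the probe exon.

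The second comparison asked how far probe-exon values stood from gene-level values. The median share of a gene's reads in the probe exon was 22.9% (interquartile range 12.2 to 42.6), and the median over genes of the mean log2 ratio was −1.61. The SD of the log2 ratio over 26 libraries had a median of 0.19 over genes (interquartile range 0.11 to 0.31), beside 0.80 for the SD of the gene-level value. In 3 genes the ratio varied more between libraries than the gene-level value did. With the probe exons scaled to the panel total, the median SD of the ratio was 0.27. The lowest mean log2 ratios were −7.89 ± 0.60 (SD, n = 26) for B2M (chromosome 15, 44717606 to 44718145, exon 4, untranslated), −7.83 ± 0.49 for HLA-E, −7.15 ± 1.01 for CDH11 (chromosome 16, 65053803 to 65053928, exon 2, untranslated), −6.63 ± 0.81 for HLA-DPB1 (chromosome 6, 33086538 to 33089696, exon 6, untranslated) and −6.35 ± 0.15 for NOTCH1 (chromosome 9, 136508869 to 136509071, exon 19, coding). These values and their order depend on the pseudocount. At 0.1 CPM the mean log2 ratio was −9.83 for HLA-E, −9.47 for CDH11, −9.07 for HLA-DPB1, −8.59 for B2M and −6.67 for NOTCH1, and PDGFB moved from −3.34 to −6.41. The highest ratios were 0, in CEBPB, EPM2AIP1, IER3, THBD and GAS1, whose counts were identical in both tables.

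Within libraries, the Spearman rho across genes between the tables was 0.788 to 0.878, with a median of 0.825. With genes of at least 10 CPM the median was 0.709.

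The library numbers of the tables were then compared, to check that each number stands for the same library in both. This does not bear on how library numbers relate to sample numbers. All 26 libraries had their highest profile correlation with the library of the same number in the other table (1-sided permutation p 1e-05, the smallest the resamples can give). Chance would match 0.999 libraries. The correlation with the own profile was 0.910 to 0.982, and the best correlation with any other library was at most 0.709.

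**Figure D2:**
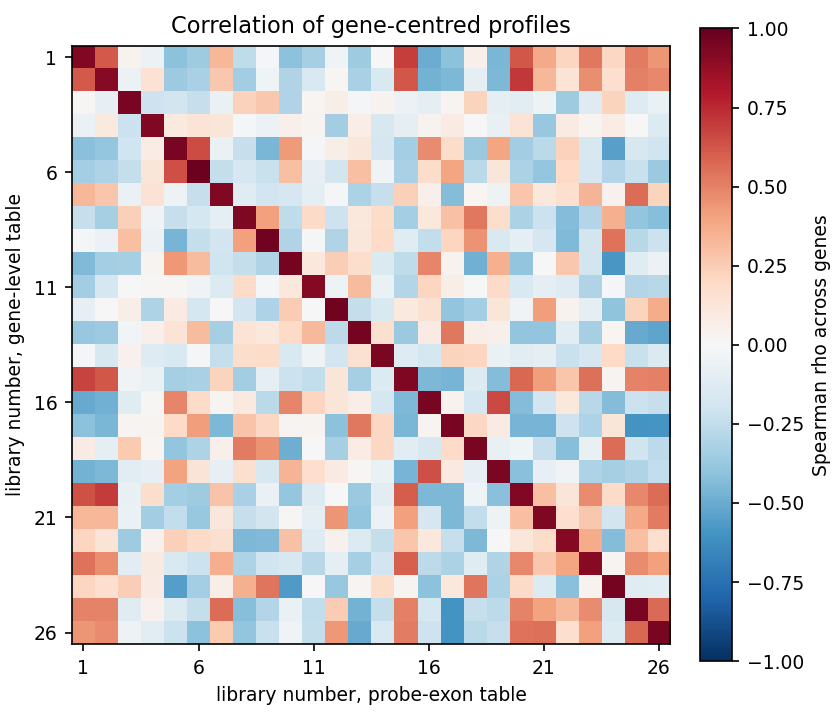
Spearman rho across genes between gene-centred profiles of the 26 libraries in the gene-level table (vertical axis) and in the probe-exon table (horizontal axis), by library number, as colour from −1 to 1. The diagonal holds 0.910 to 0.982 and is the highest value for all 26 libraries.

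Probe-based assays scale each sample to reference genes, so the spread of such genes was measured. The 38 reference genes had a median SD of log2(CPM + 1) of 0.31 over 26 libraries, from 0.20 to 0.69. Random lists matched on mean expression had a median of 0.43, with 95% of them between 0.36 and 0.53, and the reference list was at percentile 0.02. Among the alternatives, median-ratio size factors moved the median SD most, to 0.30.

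**Figure D3:**
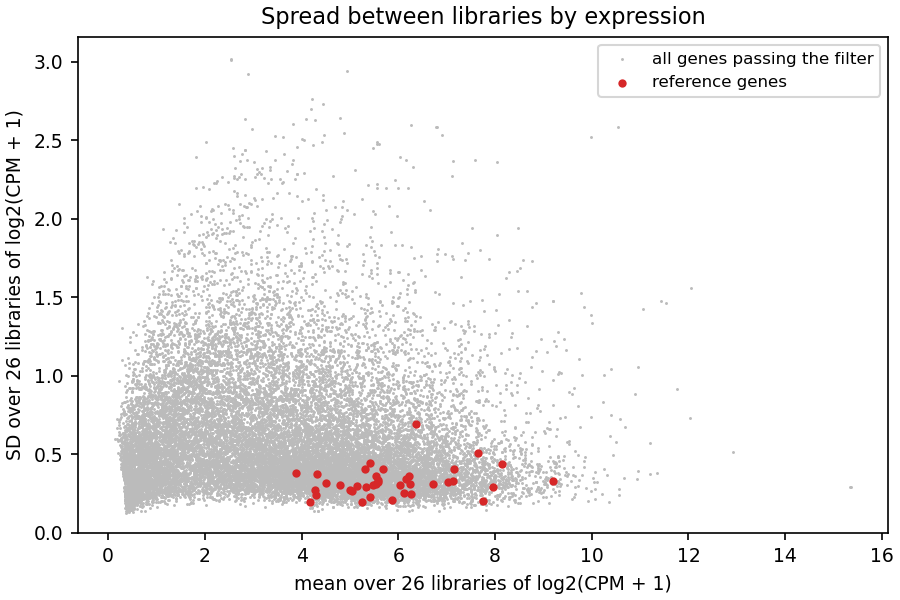
SD over 26 libraries of log2(CPM + 1) (vertical axis) against its mean (horizontal axis) for the 19892 genes passing the filter in grey and the 38 reference genes in red, 1 point per gene. The reference genes lie between 0.20 and 0.69, with a median of 0.31, and the median of all the genes is 0.48.

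Over the 19892 genes, the median SD was 0.48 and 162 genes (0.814%) had an SD above 2. With a pseudocount of 0.1 CPM, 621 genes did. The 10 genes with the largest SD were ADIPOQ (3.02), ADIPOQ-AS1 (3.01), COL11A1 (2.94), CRISP3 (2.92), FABP4 (2.76), DNAH9 (2.73), IGHV3-33 (2.70), IGHV3-23 (2.64), GRIA2 (2.64) and ZCCHC12 (2.64). ADIPOQ (chromosome 3, 186842710 to 186858463) and ADIPOQ-AS1 overlap on opposite strands and had mean counts of 2148 and 2139. The median SD was 1.73 over the 11 epithelial markers, 1.43 over the 10 stromal markers, 1.18 over the 9 T cell markers and 0.77 over the 9 myeloid markers.

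Tumour pieces differ in cell content, and the marker scores were compared across the 26 libraries in 6 pairs. T cell and myeloid scores correlated with r 0.724 (permutation p 4e-05, adjusted p 0.00024) and rho 0.755 (p 2e-05, adjusted p 0.00012), and r was 0.769 without the 2 farthest libraries. Stromal and myeloid scores had r 0.397 (p 0.0448, adjusted p 0.134) and rho 0.486 (p 0.013, adjusted p 0.0391), with r 0.436 without the 2 libraries, so only the rank coefficient passed the threshold. Epithelial and stromal scores had r −0.0096 (p 0.962, adjusted p 0.962) and rho −0.266 (p 0.187, adjusted p 0.331). Without the 2 farthest libraries r was −0.467 (p 0.0219, adjusted p 0.0658), so the value near 0 rests on those libraries. Epithelial and T cell scores had r −0.335 (p 0.0935, adjusted p 0.187) and rho −0.214 (p 0.293, adjusted p 0.352), with r −0.182 without the 2 libraries. Epithelial and myeloid scores had r −0.100 (p 0.626, adjusted p 0.938) and rho −0.102 (p 0.619, adjusted p 0.619), with r −0.193. Stromal and T cell scores had r −0.050 (p 0.81, adjusted p 0.962) and rho 0.248 (p 0.22, adjusted p 0.331), with r 0.209, which has the opposite sign. The median of z-scored values in place of the mean moved the stromal and myeloid r to 0.462.

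**Figure D4:**
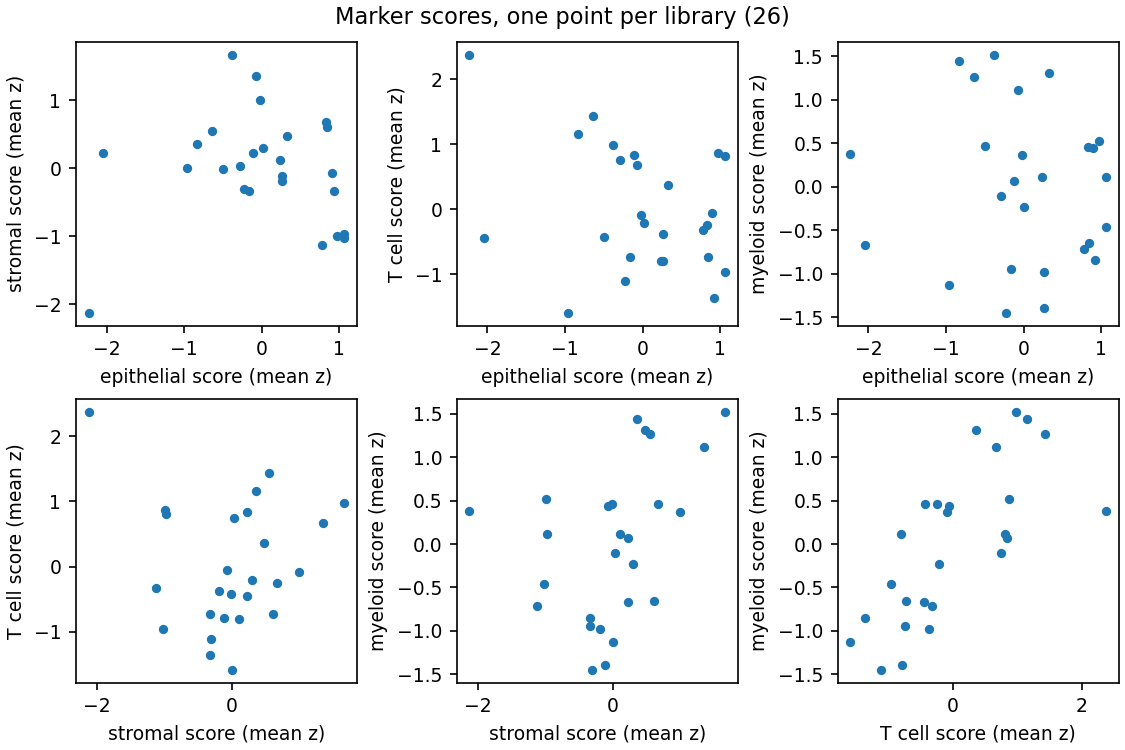
Scores (mean z of log2 values, no unit) of the 4 marker lists against each other, 6 panels, 1 point per library, 26 libraries. T cell and myeloid scores have r 0.724, and epithelial and stromal scores have r −0.0096 with all libraries and −0.467 without the 2 farthest.

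For lists with at least 3 genes in both tables, the score from the gene-level table was compared with that from the probe exons over 26 libraries, in 4 relations. The coefficients were r 0.946 and rho 0.878 for the 19 reference genes, r 0.996 and rho 0.995 for the 3 stromal genes, r 0.995 and rho 0.992 for the 8 T cell genes, and r 0.998 and rho 0.990 for the 7 myeloid genes. Every permutation p and adjusted p was 1e-05, the smallest possible. Since the probe exon's reads are part of the gene's reads for most genes, some relation was built in, and these p say little. The scores were not compared with the gene-level reads outside the probe exon. Without the 2 farthest libraries r was 0.904, 0.997, 0.996 and 0.997 in the same order. The epithelial list has 2 genes in both tables and was not scored. Scaled to the panel total, the reference r was 0.754 and its rho fell further, to 0.556.

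The first principal component held 23.8% of the variance and the second 18.5%, and each was compared with 3 library measures, in 6 relations. The share of the 10 largest genes is not a purely technical measure. Over all libraries, the 10 largest include the stromal markers COL1A1, COL3A1, FN1 and COL1A2, so the share can carry tissue content. The second component correlated with the share of the 10 largest genes with r 0.708 (p 4e-05, adjusted p 0.00024) and rho 0.673 (p 0.00015, adjusted p 0.0009), with r 0.652 without the 2 farthest libraries. It correlated with the number of genes detected with r −0.540 (p 0.0041, adjusted p 0.0124) and rho −0.508 (p 0.00835, adjusted p 0.025), with r −0.467 without the 2 libraries. With total count its r was 0.202 (p 0.321, adjusted p 0.385) and rho 0.099 (p 0.629, adjusted p 0.755), with r 0.014. The first component had r −0.230 (p 0.258, adjusted p 0.385) and rho −0.342 (p 0.0879, adjusted p 0.176) with genes detected, and r −0.540 (p 0.0071, adjusted p 0.0213) without the 2 farthest libraries. With total count it had r −0.289 (p 0.152, adjusted p 0.304) and rho −0.245 (p 0.228, adjusted p 0.342), with r −0.201. With the share of the 10 largest genes it had r −0.015 (p 0.942, adjusted p 0.942) and rho 0.00034 (p 1, adjusted p 1), with r −0.026. With the 1000 most variable genes, neither relation of the second component passed the threshold, at r 0.457 with the share of the 10 largest genes and −0.207 with genes detected. The labels give no sequencing batch.

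The labels also mark the 2 libraries without a NanoString partner. Their mean number of genes detected was 16318, beside 16857 ± 390 (SD) in the other 24, a difference of −539 (exact permutation p 0.0708, adjusted over 3 measures 0.212). The 2 values were 15864, the lowest of all 26 libraries, and 16771, within the 15879 to 17341 of the other 24. The share of the 10 largest genes was 13.9%, beside 13.4% ± 2.12 (exact permutation p 0.717, adjusted p 0.748). The within-library rho between the tables averaged 0.833, beside 0.828 ± 0.017 (exact permutation p 0.748, adjusted p 0.748). That average is of the lowest and the highest value of all 26 libraries, 0.788 and 0.878, both outside the 0.794 to 0.855 of the other 24, and the test of means does not measure this. None of the 3 differences in means passed the threshold.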

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

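The filter at a mean of 10 CPM, the scaling of probe exons to the panel total and the use of gene-level reads outside the probe exon were chosen after seeing the data, and the other alternatives were set beforehand. For medians over genes, a change was set against the jackknife error over libraries, and for the rho within libraries and single-gene ratios, against their SD over libraries. Among values that answer a comparison, 118 kept their direction and their side of the threshold or moved by less than their spread. Of the others, 13 moved further, 8 changed sign, 2 lost the threshold and 1 gained it. Marker scores and components were judged by Pearson's r. For runs without the 2 farthest libraries, these counts take in only the pairs of marker scores. They leave out the gain of the first component with genes detected in such a run, at r −0.540. Among single named genes, 202 did not change in this sense, 15 moved, 4 changed sign and 5 lost the threshold. The cause was not tested unless stated.

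All libraries found their own profile under every alternative run. The reference genes were at percentile 0 to 0.02 under every alternative. The T cell and myeloid r stayed between 0.671 and 0.769, past the threshold throughout. The number of genes correlated between the tables was 686 of 692 with reads outside the probe exon and 733 of 740 with the panel total.

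The median rho per gene was 0.917 with the panel total, 0.926 with reads outside the probe exon and 0.977 as Pearson's r. The median rho within libraries was 0.709 at 10 CPM and 0.704 with reads outside the probe exon. The median SD of the log2 ratio was 0.16 at 10 CPM and 0.27 with the panel total, and the median ratio itself was −2.03 with a pseudocount of 0.1 CPM, −1.56 without a filter and −2.14 at 10 CPM. With a pseudocount of 0.1 CPM, 621 genes had an SD above 2 and the median SD was 0.62. Without a filter the median SD was 0.25, since that adds genes near 0 counts.

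Epithelial and stromal scores changed sign to r 0.041 with a pseudocount of 0.1 CPM, 0.0073 in the 24 libraries with a partner and 0.052 with median scores. Stromal and T cell scores changed sign to 0.017 with median scores and 0.209 without the 2 farthest libraries. The first component and the share of the 10 largest genes changed sign to 0.149 with a pseudocount of 0.1 CPM, 0.052 in 24 libraries and 0.193 with the 1000 most variable genes. None of these passed the threshold with either sign. The first component and genes detected passed it by r in the 24 libraries with a partner, at −0.459. That relation also passed without the 2 farthest libraries, at r −0.540 (adjusted p 0.0213), and by rho with a pseudocount of 0.1 CPM, at −0.532 (adjusted p 0.0181), and with the 1000 most variable genes, at −0.573 (adjusted p 0.0155). With the 1000 most variable genes, the second component fell short of it with genes detected, at −0.207, and with the share of the 10 largest genes, at 0.457. By rho, the second component also fell short with genes detected with a pseudocount of 0.1 CPM, at −0.368 (adjusted p 0.129), and in the 24 libraries, at −0.443 (adjusted p 0.0616).

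Among named genes, the panel total changed the sign of rho for IKBKG to −0.036 and of the log2 ratio of S100A9 to 0.026, and reads outside the probe exon gave rho −0.073 for IKBKG and −0.032 for ULBP2. HLA-DRB1 lost the threshold with the panel total, with reads outside the probe exon and by Pearson's r, and HLA-E lost it with the panel total and in the 24 libraries. Depth may limit the genes with few probe-exon reads, where a rank correlation has little to work on.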

Other observations

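The tests of position and GC content as whole causes, of copies as the whole cause, of alternate contigs, of untranslated probe exons without repeated windows, of antisense pairs inside coding sequence and of HLA alleles were chosen only after the results were seen; the others were set before the values they measure were seen. The samples form 1 group, so no difference between groups was weighed as an explanation.

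Some probe exons held few of their gene's reads. The density of reads in the probe exon was taken relative to the whole gene. Over 120 probe exons at least 90% untranslated, the median log2 relative density was −1.65 (SD 1.91), and over 355 at least 90% coding it was 1.44 (SD 0.99). The difference in medians was −3.09 (2-sided permutation p 1e-05, the smallest possible), which is what under-representation of untranslated sequence in these libraries predicts. Exon length was not held equal in this comparison. A read counts for every exon it overlaps, so reads reaching past the ends raise the density of short exons. Length may therefore add to the difference, and its part was not measured. Without the probe exons that have at least 50% of their 75-base windows repeated in the reference, 112 untranslated and 323 coding ones differed by −3.05 in median (permutation p 1e-05, the smallest possible). The 16 probe exons without any coding base had a median of −4.43, which mixes 6 with repeated windows, at −5.94, and 10 without, at −3.60. Of 53 probe exons with under 0.25 of the reads expected from their length, 44 were at least 90% untranslated and 0 were at least 90% coding. Position along the transcript also reached the level set beforehand, with a Spearman rho of −0.321 across the coding probe exons. As the whole cause it is argued against by the probe exons centred beyond 0.5 of the transcript's length, where untranslated and coding ones still differed by −2.72 (115 and 53 probe exons). At least 50% of the windows were repeated in 17.0% of the 53 low probe exons, a value between the levels set beforehand for and against copies, so a contribution stays open, but most of the 53 did not reach that share. Coding probe exons repeated only on alternate contigs differed from other coding ones by −0.62 in median (26 and 323 probe exons, permutation p 0.00484), also between the levels set. Among untranslated probe exons the 8 with repeated windows had a median of −4.21 and the 112 others −1.57, a difference of −2.64 (permutation p 0.00011). Of those 8, 6 have no coding base, so a loss of reads to repeated sequence may add to the lowest values but cannot be told apart from other differences between these exons without the aligner's reference. GC content had a rho of −0.143 across coding probe exons, again between the levels set. Untranslated probe exons have the lower GC share (42.7% beside 52.0% in median), so a negative rho argues against GC content as the whole cause. A library preparation that captures coding exons may therefore account for part of the low shares; this is a hypothesis found and tested on the same data.

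Some antisense genes were counted as highly as the gene they overlap. The count of TALAM1 was 0.977 ± 0.0033 (SD, n = 26) of that of MALAT1, although the headers give an option for one strand. Leaving out the pairs seen first, 71 genes lay inside the exons of an opposite-strand gene and had at least 10 expected reads. The median ratio of the observed to the expected count was 0.340, between the levels set for and against a failure to separate strands, with 35 ratios of at least 0.5 and 22 under 0.1. Inside coding sequence of the partner, 11 pairs had a median ratio of 2.02. Of those pairs 5 share 1 partner and most are short, where reads reaching past the ends raise the ratio, so this value is weak. With at most 10% of their bases in coding sequence of the partner, 55 pairs had a median ratio of 0.226. The expected count takes reads as even along the partner. Untranslated probe exons held fewer reads than that, so the expected count may be too high there. A low ratio there cannot tell whether the strands were separated. Transcripts of their own, varying freely from the partner, are argued against for only 21 of the 71 pairs. These have a mean of at least 100 observed reads, and the other pairs were not put to this test. Since the cut is on the observed count, pairs with few antisense reads are left out, such as PCF11-AS1, with 0.692 reads beside 2096 expected. Over the 21 pairs, the median SD of the log2 ratio to the partner was 0.211, beside 0.839 for random pairs of like counts, and it was lower than in random pairs for 20 of the 21. Counting that did not separate the strands may explain the counts of these 21, and transcripts regulated together with the partner stay open. Of the 765 probe-exon rows, 42 overlap a gene on the opposite strand.

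The probe-exon intervals start 1 base before an exon listed in the gene table in 1051 of 1054 matched intervals, and 0 start at a listed exon. The rows of CTAG1B and ICOSLG, chosen after their values were seen, lie on the strand opposite to the gene table's.

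The reference-gene score was lower where the stromal score was higher, in a family of 4 relations that was not planned. With total counts r was −0.533 (permutation p 0.00528, adjusted p 0.0211) and rho −0.489 (p 0.0122, adjusted p 0.0244), n = 26, and r was −0.417 (adjusted p 0.0638) without the 2 farthest libraries. In the same family, the reference and epithelial scores had r 0.426 (p 0.03, adjusted p 0.06) and rho 0.567 (p 0.00313, adjusted p 0.0125), with r 0.713 (adjusted p 0.0002) without the 2 farthest libraries. The myeloid score had r −0.383 (p 0.0542, adjusted p 0.0723) and rho −0.390 (p 0.0506, adjusted p 0.0675), and the T cell score r −0.042 (p 0.838, adjusted p 0.838) and rho −0.097 (p 0.634, adjusted p 0.634). Without the 2 farthest libraries their r was −0.410 and −0.150. If scaling to the total count were the cause, the relation would be lost under median-ratio scaling. There the stromal r was −0.406 (permutation p 0.0399, adjusted p 0.16) and rho −0.255 (p 0.209, adjusted p 0.832), and the epithelial r was 0.074 (adjusted p 0.963). Neither stromal coefficient passed the threshold on adjusted p. The level set beforehand was an unadjusted p of 0.05 with the same sign, which r met and rho did not, so scaling as the source of the stromal relation cannot be told apart from a relation that is there without it.

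The share of a gene's reads in the probe exon varied between libraries. If counting error alone were the cause, the median chi-square per degree of freedom would be at most 2, and it was 2.53 over 707 genes (interquartile range 1.79 to 4.08). The median over these genes argues against counting error alone. Copies made by amplification would raise it too and stay open.

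The 17 HLA genes had a lower median rho between the tables than other genes, 0.914 beside 0.965 (permutation p 0.00712). Among probe exons at least 90% coding, the 8 HLA genes differed from 347 others by −0.0041 in median rho. Depth was not matched there, so this cannot tell whether coding HLA exons are lower than others of like depth. The 8 averaged 631 to 7921 probe-exon reads, beside a median of 196 over all 355 coding ones. Their rho ran from 0.808 for HLA-C and 0.850 for HLA-DQA1 to 0.997 for HLA-DRA, beside a median of 0.987 over the 81 genes from 1000 reads. The 6 HLA genes with untranslated probe exons had a median of 0.570, beside 0.933 over all 120 untranslated probe exons, so an untranslated exon by itself did not usually go with so low a value. Repeated windows do not account for all of the low values. HLA-DRB1 had the lowest rho, 0.413, with 1.17% of its windows repeated and a mean of 587 probe-exon reads, while HLA-DOA and HLA-DPA1, with 100% repeated, had 0.924 and 0.972. HLA-E and HLA-DPB1, with rho 0.452 and 0.462, averaged 8.42 and 4.19 probe-exon reads, so depth may limit their rho. Their windows were 100% repeated, as were those of HLA-B, with rho 0.677. A loss of reads to repeated sequence thus stays open for HLA-E, HLA-DPB1 and HLA-B. The 28 genes with a mean under 10 reads had a median of 0.809, so few reads alone did not usually go with such low values. Alleles that differ from the reference sequence were not measured here, and stay open for coding and untranslated probe exons of the HLA genes.

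The 2 principal components were compared with the 4 marker scores in an unplanned family of 8 relations, n = 26. The second component correlated with the epithelial score with r −0.761 (permutation p 2e-05, adjusted p 0.00016) and rho −0.748 (p 1e-05, the smallest possible, adjusted p 8e-05), with the T cell score with r 0.670 (p 0.00012, adjusted p 0.00048) and rho 0.626 (p 0.00084, adjusted p 0.00224), and with the myeloid score with r 0.613 (p 0.00092, adjusted p 0.00245) and rho 0.635 (p 0.00063, adjusted p 0.00224). Without the 2 farthest libraries r was −0.750, 0.506 and 0.599. With the stromal score it had r 0.143 (p 0.488, adjusted p 0.488) and rho 0.328 (p 0.102, adjusted p 0.117), and r 0.426 without the 2 libraries. The first component had r 0.462 (p 0.0172, adjusted p 0.0343) and rho 0.474 (p 0.0145, adjusted p 0.0225) with the T cell score, and r 0.441 (p 0.0249, adjusted p 0.0399) and rho 0.510 (p 0.00833, adjusted p 0.0167) with the myeloid score. Without the 2 libraries these r were 0.365 (adjusted p 0.109) and 0.334 (adjusted p 0.127), with the same sign but short of the threshold. With the epithelial score it had r 0.377 (p 0.0579, adjusted p 0.0772) and rho 0.469 (p 0.0169, adjusted p 0.0225), and r 0.645 (adjusted p 0.00368) without the 2 libraries. With the stromal score it had r −0.319 (p 0.115, adjusted p 0.131) and rho −0.192 (p 0.347, adjusted p 0.347), and r −0.278 without them.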
